A study of Mus musculus with 4 samples. Its data were reported in "Modulation of M2 macrophage polarization by the crosstalk between Stat6 and Trim24" (2019).

How the data were processed

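Thioglycolate-elicited peritoneal macrophages (4% thioglycolate, cells collected after 4 days) were left to adhere for 4 h, kept in medium with 0.5% serum, and sampled untreated or after 6 h with IL-4 at 20 ng/mL. The mice were C57BL/6, either wild-type or with Trim24 deleted in myeloid cells by a LysM-Cre transgene. The authors extracted total RNA and had it sequenced on an Illumina HiSeq instrument. They mapped the reads to GRCm38 (mm10) with Bowtie and quantified each gene with RSEM; the versions are not stated.

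Each deposited table holds 1 library. Its expected count is the number of reads that RSEM assigned to a gene, which need not be whole where reads match several genes, and between 22.2% and 22.8% of the deposited expected counts were not whole. The authors' FPKM values divide these counts by effective transcript length and library total, and were deposited with 2 decimals. Genes with no reads are not listed, and were set to 0 here. Reads shared by near-identical genes are divided by the RSEM model, so the values of such genes are uncertain. Whether the counting used strand is not stated. Over the 4 libraries 16403 gene IDs were listed, of which 16365 matched a symbol and position in a RefSeq gene table of GRCm38.p6 and 38 did not. Of these genes, 13431 were listed in every library. Library totals ran from 11026033 to 11250099 expected reads. The most abundant gene, Gpnmb, took 2.87% to 3.63% of them.

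Samples were grouped by the genotype and treatment in their labels, which gave 4 groups of 1 library. The groups, tests, gene lists, rule for named genes and most alternatives were chosen before the data were examined. Each pair of libraries was compared by a two-sided Fisher's exact test per gene on expected counts rounded to whole numbers, with Benjamini-Hochberg adjustment over the genes with a read in the pair. A gene was called at an adjusted p under 0.05 and a fold above 1.5, following the thresholds of the study's methods. Folds and log2 ratios are on the log2(FPKM + 0.1) scale, which understates changes of low genes, except where a fold is given against the floor of 3 reads. Standard errors of log2 ratios cover counting error only (square root of the summed reciprocals of the counts plus 0.5, converted from the natural log to the log2 scale). Shares of single libraries carry 95% Wilson intervals. With 1 library per group none of these tests measures variation between mice or cultures.

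Lists of M2 (50) and M1 (40) genes, cell-type markers, interferon-stimulated and cell-cycle genes were drawn up from general knowledge. For the M2 and M1 lists, calls are also given with the adjustment over the list alone. List genes with a mean of at least 0.5 FPKM over the 4 libraries were used. The median log2 ratio of a list is given with its percentile among 10000 random lists of the same size matched in 20 bins of mean expression, as a description of these libraries. The M2 gene set of the study's own enrichment test was not used here. Correlations across genes used a mean of at least 1 FPKM. An additive model of genotype and treatment was fitted to rounded expected counts with edgeR (TMM, filterByExpr, quasi-likelihood test).

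The named genes were Trim24, the 8 M2 genes of the study (Arg1, Mrc1, Retnla, Chil3, Ccl17, Ccl24, Irf4 and Tgm2, the last named there in human cells), Stat6, Crebbp and Il4ra. For IL-4 and for genotype, the 5 highest and 5 lowest genes by the mean log2 ratio of the pairs that share no library were added. They were taken among genes called in one direction in both pairs with a mean of at least 5 FPKM. The 3 highest and 3 lowest genes by the difference of the IL-4 responses at the same minimum were added as well.

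The alternatives were pseudocounts of 0.01 and 1, a filter of 1 FPKM, TMM scaling, CPM, a fold of 2, for IL-4 in the wild-type a log2 change of at least 0.75 with an unadjusted p of at most 0.05 and an adjusted p of at most 0.5, edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, stricter expression minimums, DESeq2, limma on log2(FPKM + 0.1), upper-quartile scaling and all genes with a read. One more was chosen after the data were seen. A lowess curve (fraction 0.3) of each library's log2 deviation from the mean of the libraries over log2 transcript length was fitted to genes of at least 200 bases with a mean of at least 1 FPKM, and was subtracted. Counts were then tested by an exact binomial test with the expected share shifted by the curve, and in edgeR the curve entered as an offset. For single named genes the pseudocounts and scalings were also added after the data were seen.

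The pair test was tested on simulated counts with 200 changed genes among 16403, of which 200 were recovered with 1 false call. With a length trend put into one simulated library there were 677 false calls before and 6 after removal of the trend, and 199 of the 200 changes were recovered. The additive fit recovered 200 of 200 simulated changes among 11742 genes, with 7 false calls. The simulated gene changes were 3-fold and lay in genes with many reads. Counts varied by counting error alone for the pair test. For the additive fit the biological coefficient of variation was 0.1, and no IL-4 effect was simulated. Recovery near 1.5-fold, in genes with few reads or at a larger variation was therefore not tested. Of 100 simulated lists without a shift, 7 fell in the outer 5% of random lists. The difference of the IL-4 responses of single named genes was tested on log2 counts with 0.5 added by a normal approximation to counting error, a test chosen after these differences had been seen on the FPKM scale, where short genes with few reads gave extreme values. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Chromatin, proteomic and tumour data of the study were not analysed here.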

Results

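Total RNA from mouse peritoneal macrophages was sequenced in 4 libraries. The cells were wild-type or lacked Trim24 (also called TIF1a) in the myeloid lineage, and each genotype was left untreated or given the cytokine IL-4 at 20 ng/mL for 6 h. IL-4 drives macrophages toward the alternatively activated, or M2, state. Each of the 4 groups holds 1 library, so there are no replicates: no difference below has a replicate check, and every test on reads compares the libraries rather than the conditions. The libraries held 11035641 (wild-type untreated), 11250099 (wild-type IL-4), 11029779 (knockout untreated) and 11026033 (knockout IL-4) expected reads, and the largest total was 1.02 times the smallest. Between 14717 and 14923 genes were listed per library. At this depth the smallest share that could be shown, 3 reads, corresponded to 0.267 to 0.272 counts scaled by library total (CPM). Intervals and floors cover counting error only, since sequenced fragments without molecular identifiers are not independent molecules.

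Expression of Trim24 was examined first, because its loss defines the knockout libraries. Trim24 (gene ID 21848) lies on chromosome 6 from 37870811 to 37968445 in GRCm38. It was listed at 2.55 FPKM in untreated wild-type macrophages and 1.48 FPKM in wild-type macrophages given IL-4. In the knockout it was listed at 0.06 FPKM without IL-4 and 0.14 FPKM with IL-4. These values rested on 175, 103, 4 and 10 expected reads. The corresponding shares were 15.9 CPM (95% Wilson interval, 13.7 to 18.4), 9.16 (7.55 to 11.1), 0.363 (0.141 to 0.933) and 0.907 (0.493 to 1.67). The log2 ratio of knockout to wild-type was -4.05 without IL-4 (two-sided Fisher's exact test, adjusted p = 4.4e-44) and -2.72 with IL-4 (adjusted p = 9.9e-19). The low values fell in the libraries labelled as knockout. In wild-type macrophages Trim24 was lower with IL-4 than without, with a log2 ratio of -0.75 (adjusted p = 4.8e-05). That last change became -0.44 (adjusted p = 0.026, exact binomial test) once a trend of the log2 ratios over transcript length was removed. Trim24 was then still lower with IL-4, but under the 1.5-fold threshold, and its transcripts averaged 6051 bases. The study reported a fall of Trim24 with IL-4 by QPCR and immunoblot in mouse and human macrophages.

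To ask what IL-4 changes in wild-type macrophages, the treated and untreated wild-type libraries were compared. At a fold above 1.5 and an adjusted p under 0.05, 1994 of 15593 genes were called, 766 higher and 1228 lower with IL-4. The setting that moved this count most was an assumed biological coefficient of variation of 0.4 in place of counting error alone, which left 48 genes. In the knockout 1466 of 15738 genes were called, 832 higher and 634 lower. Of these, 969 were called in the same direction in both genotypes (533 higher, 436 lower) and 10 in opposite directions, against 93.8 and 99.9 if the calls had been independent. Across the 10532 genes with a mean of at least 1 FPKM, the log2 IL-4 responses of the genotypes correlated with Pearson's r of 0.608 and Spearman's rho of 0.675. This correlation is across genes, which are not independent replicates. Among 5436 genes with a mean of at least 10 FPKM, r was 0.897.

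Among genes called in both genotypes with a mean of at least 5 FPKM, the 5 with the highest mean IL-4 response were Arg1, Cish, Chil3, Tmem26 and Pdcd1lg2. Cish (chromosome 9) had no reads in the untreated wild-type library and 662 with IL-4, at least 216-fold higher. In the knockout it rose from 0.15 to 21.3 FPKM, and the lower value rested on 5 reads. Tmem26 rose from 1.36 to 95.8 FPKM in the wild-type and from 1.56 to 127 FPKM in the knockout. Pdcd1lg2 rose from 0.37 to 22.7 FPKM and from 0.32 to 27.5 FPKM. The 5 lowest were Sema4d, Arhgap22, Dio2, Clec4e and Clec4d, with log2 ratios between -3.16 and -2.18 in the wild-type and between -2.86 and -1.93 in the knockout. Sema4d was listed at 96.7 and 10.8 FPKM in the wild-type without and with IL-4, and at 105.1 and 14.4 FPKM in the knockout.

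The IL-4 response of the M2 genes was then measured with a list of 50 genes. Of these, 43 had a mean of at least 0.5 FPKM. Their median log2 IL-4 response was 2.21 in the wild-type and 1.96 in the knockout, and both medians lay above those of all 10000 random lists matched on expression. In the wild-type 38 of the 43 genes were called higher and 1 lower, and in the knockout 36 were called higher and 1 lower. With the adjustment over the 43 genes alone these counts were 38 and 1, and 37 and 1. Of the pathway genes, Stat6 was lower with IL-4 by a log2 ratio of -0.31 in the wild-type and -0.29 in the knockout, and Il4ra was higher by 0.34 in each. Neither passed the 1.5-fold threshold. Crebbp, which encodes the acetyltransferase CBP, had log2 ratios of -0.86 in the wild-type (adjusted p = 3.1e-17) and -0.30 in the knockout. Its transcripts measured 7507 bases, and removal of the length trend brought the wild-type ratio to -0.46.

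**Figure D1:**
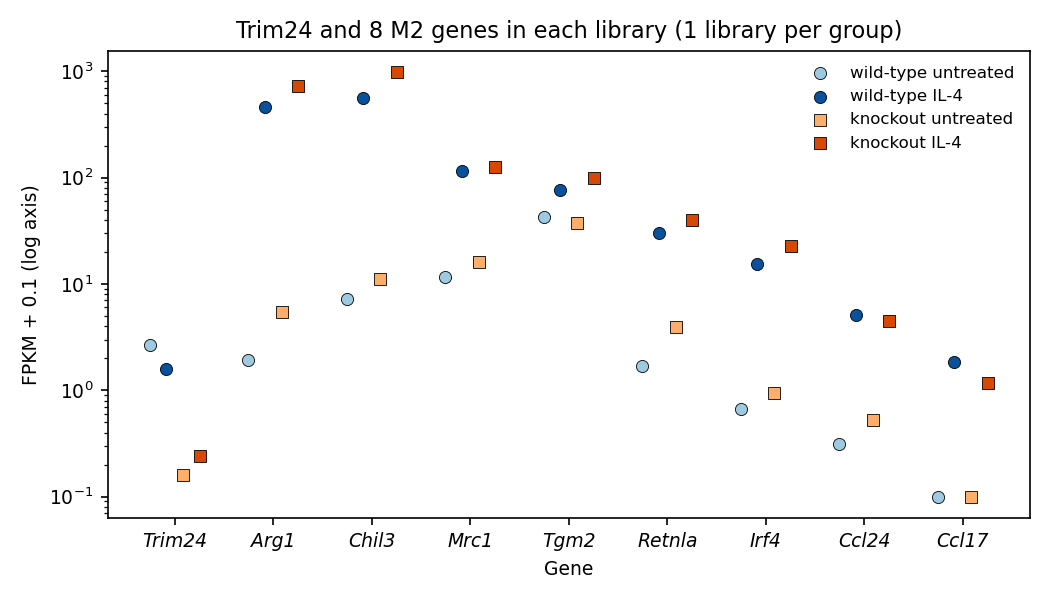
FPKM plus 0.1 on a log axis for Trim24 and 8 M2 genes, with 1 point per library: circles for wild-type, squares for knockout, pale without IL-4 and dark with IL-4. Trim24 is lowest in both knockout libraries, at 0.06 and 0.14 FPKM, and Arg1 reaches 463 FPKM in the wild-type and 733 FPKM in the knockout with IL-4.

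Whether loss of Trim24 alters expression in IL-4-treated macrophages was assessed by comparing the treated knockout and wild-type libraries. Of 15573 genes, 594 were called, 475 higher and 119 lower in the knockout. This log2 ratio depended on transcript length. Across 10443 genes, Spearman's rho between the log2 ratio and transcript length was 0.518. The median log2 ratio was -0.17 in the eighth of genes with the shortest transcripts, up to 1223 bases, and 0.34 in the eighth with the longest, from 5369 bases. In the untreated pair rho was 0.129. With the length trend removed, an alternative chosen after the data were seen, 315 genes were called (217 higher, 98 lower), of which 273 were also called in the same direction without the removal.

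**Figure D2:**
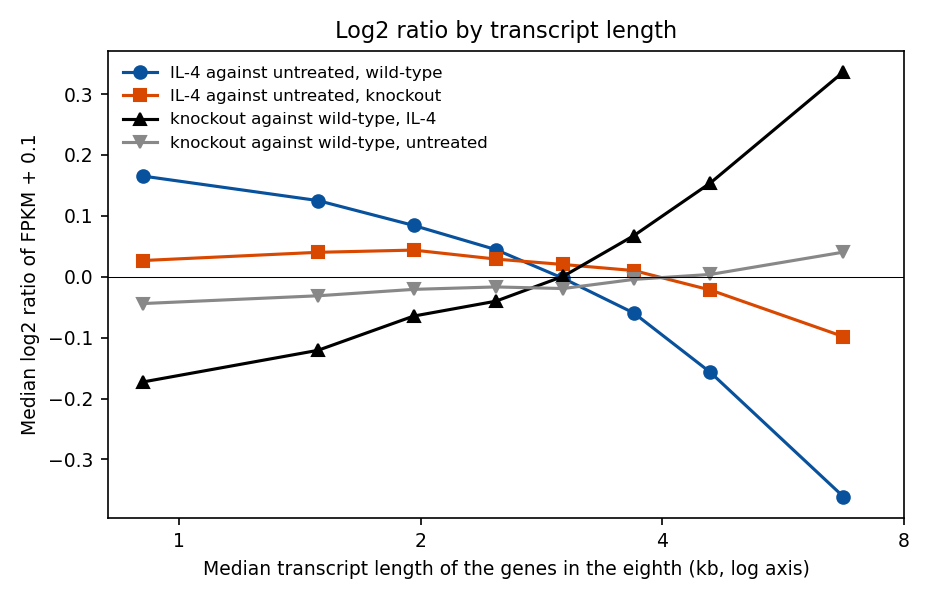
Median log2 ratio of FPKM plus 0.1 in 8 groups of genes ordered by transcript length, against the median length of each group in kb on a log axis, with 1 line per comparison. The ratio of knockout to wild-type with IL-4 rises from -0.17 to 0.34, and that of IL-4 to untreated in the wild-type falls from 0.17 to -0.36.

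The M2 list was used to ask if M2 genes as a group differ between the genotypes after IL-4. The median log2 ratio of the 43 genes was 0.02, at percentile 64.1 of the matched random lists, and 23 of the 43 genes were higher in the knockout. By TMM scaling the median was -0.00031. A shorter list of 8 M2 genes (Arg1, Mrc1, Retnla, Chil3, Ccl17, Ccl24, Irf4 and Tgm2) had a median of 0.40, at percentile 99.9, and 6 of the 8 were higher in the knockout. These genes are named in the study, Tgm2 only in human macrophages. Since the study describes M2 genes as raised by loss of Trim24, partly from these libraries, their place among random lists is not an independent test. Of the 43 genes, 4 were called higher (Arg1, Chil3, Flt1 and Slc7a2) and 3 lower (Ccl7, Olr1 and Mmp13). Flt1, Slc7a2, Ccl7, Olr1 and Mmp13 are named here after their values were seen. The counts were also 4 and 3 with the adjustment over the 43 genes alone. With the length trend removed all of these called genes kept their calls, and Retnla (0.60) and Mgl2 (0.60) were also called higher. Mgl2 is likewise named after its values were seen.

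Among the 8 genes, Arg1 (chromosome 10) was listed at 463 FPKM in the wild-type and 733 FPKM in the knockout with IL-4, a log2 ratio of 0.66 ± 0.02 (SE, counting error; adjusted p = 2.4e-218, Fisher's exact test). Chil3 (chromosome 3), also known as Ym1, was listed at 555 and 983 FPKM, a log2 ratio of 0.82 ± 0.02. Irf4 had a log2 ratio of 0.56 ± 0.07, Retnla 0.42 ± 0.14 and Tgm2 0.38 ± 0.03, each under the 1.5-fold threshold. With the length trend removed Retnla passed it, at 0.60. Mrc1, whose transcripts measured 5322 bases, had a ratio of 0.14 ± 0.02 that changed sign to -0.07 on removal of the trend. Ccl24 was lower in the knockout by a log2 ratio of -0.18 ± 0.25 and Ccl17 by -0.66 ± 0.72. Neither difference was detectable at this depth (adjusted p = 0.75 for each), where Ccl17 had 10 reads in the wild-type and 6 in the knockout. Crebbp had a ratio of 0.58 ± 0.11, just under the threshold, and 0.23 with the trend removed (adjusted p = 0.14, exact binomial test). For Stat6 (0.09 ± 0.04, adjusted p = 0.15) and Il4ra (-0.03 ± 0.08, adjusted p = 0.86) no difference was detectable by Fisher's exact test at this depth. With the trend removed Il4ra was at -0.23 (adjusted p = 0.031, exact binomial test), still under 1.5-fold.

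The same comparison without IL-4 served as its background. Of 15623 genes, 247 were called, 131 higher and 116 lower in the knockout. The median log2 ratio of the 43 M2 genes was 0.12, at percentile 99.99, and that of the 8 named M2 genes was 0.56. Of the 43 genes, 25 were higher in the knockout, and of the 8 named genes, 6. Of the 43 genes, 3 were called higher and 1 lower, and 6 and 1 with the adjustment over these genes alone. Arg1 had 30 expected reads in the wild-type and 88 in the knockout, and its FPKM was 2.93 times higher there (adjusted p = 3.3e-06, Fisher's exact test). Chil3 was listed at 7.17 and 11.1 FPKM, a log2 ratio of 0.62 ± 0.17. Retnla was higher in the knockout but rested on 10 and 24 reads. It was called with the adjustment over the list and not with that over all genes (adjusted p = 0.16). For Ccl24, with 3 and 6 reads, no difference was detectable at this depth. The difference of the log2 IL-4 responses, knockout minus wild-type, had a median of -0.18 over the 43 genes. That is below the medians of all 10000 random lists, and 14 of the 43 genes responded more in the knockout.

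**Figure D3:**
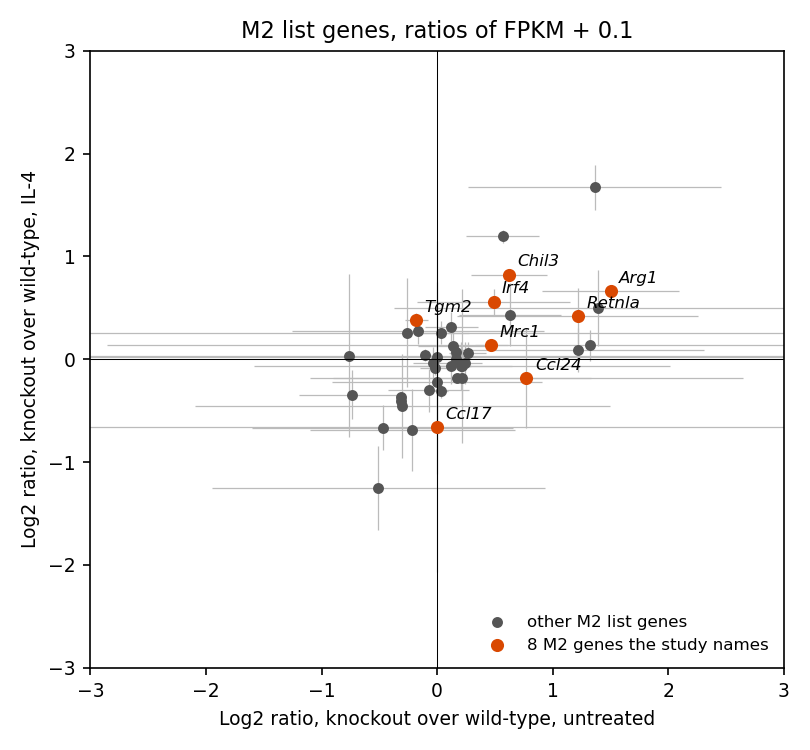
Log2 ratio of FPKM plus 0.1, knockout over wild-type, for the 43 M2 list genes without IL-4 (horizontal axis) and with IL-4 (vertical axis). Bars are 95% counting intervals, some of which run past the axes, and orange points are the 8 M2 genes the study names. Ratios with IL-4 run from -1.25 to 1.67, and the lowest without IL-4 is -0.77.

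A list of 40 M1 genes, which mark classically activated macrophages, was compared in the same way. The 29 genes with a mean of at least 0.5 FPKM had a median log2 ratio of knockout to wild-type of 0.02 with IL-4, at percentile 36.4, and -0.06 without IL-4, at percentile 10.5. With IL-4, 1 gene was called higher and 2 lower in the knockout, with either adjustment. Without IL-4, 1 was called higher and 1 lower, and 1 and 2 with the adjustment over the list alone. With IL-4 the gene called higher was Cd38, and those called lower were Tnf and Cd86. With the length trend removed Tnf (-0.91) and Cd86 (-0.57) lost their calls, Cd38 kept its call and Ccl5 (0.68) was also called higher. These genes are named here after their values were seen.

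Genotype differences that were called in both treatments were examined next. There were 85 such genes in one direction (62 higher, 23 lower in the knockout) and 7 in opposite directions, against 4.94 and 4.61 if the calls had been independent. Calls depend on read depth in every pair, so these expected counts, like those for IL-4 above, are a rough reference. The labels do not say if both cultures of a genotype came from the same mice. If they did, a difference between mice would recur in both treatments. Across 10532 genes the log2 genotype ratios of the treatments correlated with r of 0.208 and rho of 0.323. Across genes with a mean of at least 10 FPKM r was 0.647. The 5 genes with the highest mean ratio and a mean of at least 5 FPKM were Ubb-ps, Tmem254b, Gm12505, Slpi and Colec12. The 5 lowest were Tmem254c, Rpl37rt, Lyz2, H2-Q7 and Col6a2. Ubb-ps, Tmem254b, Tmem254c, Rpl37rt and H2-Q7 share reads with near-identical copies, and their values are uncertain. Lyz2 has a close relative, Lyz1 (named after its values were seen), but Lyz1 rose only from 5149 to 7217 expected reads in the untreated knockout while Lyz2 fell from 129463 to 59501. Slpi (chromosome 2) was listed at 23.7 FPKM in the wild-type and 71.6 FPKM in the knockout without IL-4, and at 19.2 and 79.7 FPKM with IL-4. Colec12 (chromosome 18) was listed at 20.8 and 63.2 FPKM without IL-4 and at 16.2 and 47.9 FPKM with IL-4. The noncoding RNA Gm12505 had log2 ratios of 1.94 and 2.11. Col6a2 had log2 ratios of -1.39 and -0.68. Lyz2, the gene whose promoter drives the Cre recombinase in these mice, was listed at 11289 and 5193 FPKM without IL-4 and at 10811 and 4761 FPKM with IL-4.

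The largest differences between the IL-4 responses of the genotypes, among genes with a mean of at least 5 FPKM, were in short RNAs. Mir5114, Mir8104 and Snora75 had the lowest values and Mir686, Rpl37rt and Mir7091 the highest. Apart from Rpl37rt, these genes measured between 61 and 116 bases and had at most 16.8 expected reads in any library, so that their FPKM values rest on few reads. Of the 8 M2 genes, Arg1 had a log2 difference of -0.84 ± 0.30 (SE, counting error; knockout minus wild-type), Mrc1 of -0.33 ± 0.08 and Tgm2 of 0.56 ± 0.06.

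All 4 libraries were finally fitted together with additive effects of genotype and treatment, which leaves 1 residual degree of freedom. That degree of freedom is the interaction of genotype and treatment and not replicate error. The test therefore does not measure variation between mice, and its error can hold real differences between the IL-4 responses. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2987 of 11791 genes had an IL-4 effect (1419 higher, 1568 lower) and 196 had a genotype effect (152 higher, 44 lower in the knockout). At an unadjusted p under 0.05 there were 4302 and 1680 genes. As a ratio, the genotype count moved most with the filter on low counts, to 24 with every gene that had a read. As a difference it moved most on removal of the length trend, to 624.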

Values the study reported

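The study reported 1613 genes that rose or fell in primary mouse macrophages with IL-4, at a log2 change of at least 0.75 in either direction, a p-value of at most 0.05 and a false discovery rate of at most 0.5. Of these genes, 63 also encoded proteins found bound to CBP. Its methods give a fold change above 1.5 and a false discovery rate of 0.05 for affected genes.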

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

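The difference between the IL-4 responses of the genotypes, knockout minus wild-type, was tested for the 35 named genes on log2 counts with 0.5 added, against counting error and with Benjamini-Hochberg adjustment over these genes. In 6 of them it passed an adjusted p of 0.05 and 1.5-fold. The same difference was placed among matched random lists for 12 gene lists, and 4 of them lay in the outer 5%. All tests in this part were chosen after the result was seen, including the test on counts, which took the place of one on the FPKM scale. The exception is the place of the M2 list among random lists. These tests compare 4 libraries and say nothing of variation between mice.

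For Trim24 the difference was 2.01 (95% counting interval, 0.38 to 3.64). Its knockout response rests on 4 and 10 reads of a deleted gene. With the trend over transcript length removed it was 1.77 with an adjusted p of 0.089, past the threshold no longer. For Arg1 the difference was -0.88 (-1.47 to -0.28), and -0.80 with the trend removed. Arg1 rose in both genotypes, and its knockout level was already higher without IL-4. The M2 list showed the same pattern, with a median difference of -0.18 in the log2 IL-4 responses over 43 genes, and -0.0930 at a pseudocount of 1. Over the 8 M2 genes of the study, which are part of that list, it was -0.49, and 3 of the 8 responded more in the knockout. The counting intervals of Retnla, Chil3, Ccl17, Ccl24 and Irf4 spanned 0, and Ccl17 had 0 reads in both untreated libraries. The median log2 ratio of knockout to wild-type over the M2 list was 0.12 without IL-4 and 0.02 with IL-4. The untreated ratio is a term of the difference itself and does not explain it independently. These differences rest on the same untreated libraries, and an error in either of these would produce the same pattern, so no biological explanation can be separated from it here.

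For Rpl37rt the difference was 5.01 and for Mir7091 3.79. Both genes were named because their responses differed most, so that the test does not weigh on them independently. Mir7091 had at most 9 reads in a library. Rpl37rt is a retrotransposed copy of Rpl37. Its share was 0 CPM in the untreated knockout against 3.04 CPM in the untreated wild-type, too little beside the 218 CPM of both genes together for their sum to show if reads passed between them. For Ubb-ps the difference was 3.50. It came from 13.6 and 0.72 reads in the wild-type libraries, against 2019 and 1947 in the knockout. Ubb-ps is a pseudogene of Ubb. Adding its reads to those of Ubb moved the genotype ratio of Ubb toward 0 by at least 0.17 in log2 in either treatment. Since Ubb alone was already lower in the knockout (log2 ratios of -0.35 with and -0.22 without IL-4), added reads from the knockout move it that way in any case. Ubb-ps therefore cannot be told apart from Ubb reads assigned to it.

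For Col6a2 the difference was 0.72 (0.37 to 1.07), and 0.65 with the length trend removed. Col6a2 is a collagen gene. A list of mesothelial and fibroblast markers, of which 8 genes had a mean of at least 0.5 FPKM, had a median difference of 0.99, above those of all 10000 matched random lists; the difference of the list was not tested against replicate error. The list was lower in the knockout by a median of -1.11 without IL-4 (percentile 0 of the random lists) and -0.44 with IL-4 (percentile 0.02). All 8 genes were lower in the knockout without IL-4, and 6 of the 8 with IL-4, among them Wt1 (1.86 FPKM in the wild-type and 0.67 FPKM in the knockout) and Dcn (13.6 and 8.94 FPKM). The exceptions with IL-4 were Col1a1 (8.46 and 15.4 FPKM) and Col1a2 (9.71 and 12.8 FPKM). A median below -1 in both treatments, set as the mark of a smaller share of such cells in the knockout, was not reached with IL-4, at -0.44. A smaller loss of cells would stay above that mark and could lower the list in both knockout libraries. It would largely cancel in the difference of the IL-4 responses, where the list median was 1.22 in the knockout and -0.08 in the wild-type. The list was split. With IL-4, 7 of the 8 genes rose in the knockout and 3 in the wild-type. The latter included Krt8 (1.01 to 3.65 FPKM) and Krt18 (0.78 to 5.05 FPKM), which rose in both genotypes. Col1a1, Col1a2, Col3a1 and Dcn fell in the wild-type and rose in the knockout. No explanation was tested for the difference between the IL-4 responses of the list. A list of neutrophil markers had a median difference of 0.70, at percentile 99.7, over the 3 genes with a mean of at least 0.5 FPKM (S100a8, Cxcr2 and Mmp8). It rests on at most 105 expected reads per gene and library. The largest step was S100a8, with 35 and 21 reads in the wild-type and 21 and 30 in the knockout, and no explanation was tested for it.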

How the results depend on the processing

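No paired analysis was possible because each group holds 1 library, and for the same reason no library could be left out. Over the alternatives, 83 values that answer a comparison kept their direction and their side of the threshold, or stayed within 1.5-fold for a count. For the others the values were as follows, and unless stated the cause was not tested. The order of counts is IL-4 in the wild-type, IL-4 in the knockout, genotype with IL-4 and genotype without IL-4.

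A fold above 2 left 861, 711, 171 and 128 genes. An assumed biological coefficient of variation of 0.1 left 1286, 971, 99 and 66 genes, one of 0.2 left 260, 272, 21 and 15, and one of 0.4 left 48, 33, 11 and 7. A pseudocount of 1 left 322 genes for genotype with IL-4 and 156 without IL-4. With 1 library per group the real coefficient is unknown. At 0.2 the higher and lower genes for IL-4 were 183 and 77 in the wild-type, against 766 and 1228 with counting error alone.

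Removal of the length trend, chosen after the data were seen, left 315 genes for genotype with IL-4. The test changed with it, from Fisher's to an exact binomial test, and the effect of the test alone was not separated. The split became 217 higher and 98 lower, from 475 and 119. For IL-4 in the wild-type it became 808 higher and 816 lower, from 766 and 1228. In the additive fit the genotype count rose to 624 (399 higher, 225 lower). The fall of Trim24 with IL-4 in the wild-type lost its call on the fold threshold at -0.44, and it also lost it at a pseudocount of 1, at -0.52. The sign changed for Mrc1 with IL-4 (-0.0710) and Crebbp without IL-4 (-0.0289) between the genotypes, and for Tmem254c with IL-4 in the wild-type (-0.0713).

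In the additive fit, 1675 genes had an IL-4 effect and 24 a genotype effect when all genes with a read were kept, and 1223 and 65 with DESeq2. The more frequent direction of the IL-4 effect also depended on the setting. Lower genes were more frequent with TMM and with upper-quartile scaling. Higher genes were more frequent with all genes, DESeq2, limma and the length trend removed. Genotype effects numbered 494 (331 of them higher in the knockout, against 152 of 196 with TMM) with upper-quartile scaling and 59 with limma. Unadjusted, 1400 and 453 genes passed a p of 0.05 for genotype in the fit to all genes and in DESeq2.

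The correlation of the IL-4 responses was 0.756 at a pseudocount of 1, 0.897 at a mean of at least 10 FPKM and 0.428 over all genes. That of the genotype ratios was 0.341, 0.647 and 0.130. The M2 list median for genotype with IL-4 changed sign by TMM, at -0.00031, and stood beyond the outer 5% of random lists when reduced to the 8 M2 genes of the study, at 0.40, which is no independent test for genes named in the study. Under the other alternatives run on it this median stayed positive and inside the range of the random lists. The other M2 medians, and the M1 medians between the genotypes, kept their sign and their side of the outer 5% under the alternatives run on them. Among single genes, 6 other values gained a call and 2 lost one.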

Other observations

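The tests of sex, transcript length, depth, cell types, Lyz2, interferon and cell-cycle genes, DNA around the engineered loci and IL-4-induced genes were chosen before their results were seen, and the remaining tests after.

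The ratio of knockout to wild-type with IL-4 rose with transcript length, with a rho of 0.518 across genes (0.616 at a mean of at least 10 FPKM). The ratios among the other 3 libraries had a rho of at most 0.129 in size (0.182 at a mean of at least 10 FPKM), so the trend was tied to the wild-type library with IL-4, in which long transcripts were low. Genomic span added little: its partial rho given transcript length was 0.036, against 0.421 for transcript length given span. The largest total count was 1.02 times the smallest. The length trend may be a property of that library, such as RNA fragmentation or size selection, and it cannot be told apart from a response to IL-4 that needs Trim24 without a second library. With the trend removed, 68.9% of the genes called between the genotypes with IL-4 were still higher in the knockout, against 52.0% without IL-4. As computed, 475 of 594 were higher, so the trend may account for part of the excess of higher genes. An excess remained with the trend removed, but the test changed at the same step, so the share due to the trend cannot be told. The trend may also account for part of the difference between the IL-4 responses of the genotypes across the 10532 genes with a mean of at least 1 FPKM. That difference passed counting error and 1.5-fold in 302 genes, and in 102 with the trend removed, of which 89 were shared in direction.

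Among 312 genes with a mean log2 IL-4 response above 1 and a mean of at least 1 FPKM, the response differed between the genotypes by a median of 0.0345, at percentile 48.9 of matched random lists, and 162 of the genes responded more in the knockout. With the length trend removed the median difference of these genes was -0.0187, at percentile 14.1. Their median log2 ratio of knockout to wild-type with IL-4 was 0.048, at percentile 91.6. A general gain of the IL-4 response is not what these libraries show. The median of the M2 list was already higher by 0.12 without IL-4, with 25 of its 43 genes higher in the knockout.

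Lyz2 FPKM in the knockout was at most 0.46 of the wild-type value in each treatment, which is consistent with the LysM-Cre insertion at Lyz2 being carried by the knockout mice only. Cre carriage and loss of Trim24 then cannot be separated in these 4 libraries. Of 83 other genes called in one direction in both treatments, 1 lay within 10 Mb of Trim24 or Lyz2, a share 0.94 times that of all genes with a mean of at least 1 FPKM. Among 50 such genes with whole-number counts in every library, 6 lay within 2 Mb of another, and the median of random draws was 6. The second count leaves out genes with fractional counts, among them Ubb-ps, Tmem254b, Tmem254c and H2-Q7, and says little about DNA of another origin around those genes. The sum of 4 Y-linked genes varied by at most 1.10-fold and Xist was at most 0.05 FPKM in each library, so a difference in sex between the genotypes is unlikely.

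Tmem254b was higher and Tmem254c lower in the knockout. The sum of Tmem254a, Tmem254b and Tmem254c differed by at most 1.34-fold, so that assignment of reads to another copy is a candidate explanation. A variant of the mice against the reference could produce such a shift, and was not tested.

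Interferon-stimulated genes were higher in the knockout in both treatments, with medians of 0.22 with IL-4 (percentile 98.8) and 0.16 without (percentile 99.99). Cell-cycle genes were lower, with medians of -0.13 (percentile 1.48) and -0.20 (percentile 0.38). With the length trend removed the interferon medians were 0.16 and 0.15 and the cell-cycle medians -0.20 and -0.18. Over the marker lists of other cell types, the largest shift present in both treatments was 0.44 in size, for mesothelial and fibroblast genes. That is under the value of 1 set for a difference in cell share, which a smaller difference in share would not reach. The list was lower in the knockout at percentile 0.02 with IL-4 and 0 without. A smaller share of such cells in the knockout is therefore not excluded. Without IL-4 alone, mesothelial and fibroblast genes (-1.11) and 3 mast cell and basophil genes (1.02, percentile 99.9) passed that value in size. With IL-4 the mast cell and basophil median was 0.29 (percentile 72.2). These list shifts may reflect the state or history of the mice as well as loss of Trim24, and with 1 library per group the sources cannot be told apart.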
